# The genetic basis of structural colour variation in mimetic *Heliconius* butterflies

**DOI:** 10.1098/rstb.2020.0505

**Published:** 2022-07-18

**Authors:** Melanie N. Brien, Juan Enciso-Romero, Victoria J. Lloyd, Emma V. Curran, Andrew J. Parnell, Carlos Morochz, Patricio A. Salazar, Pasi Rastas, Thomas Zinn, Nicola J. Nadeau

**Keywords:** structural colour, iridescence, gene expression, *Heliconius*, QTL, convergence

## Abstract

Structural colours, produced by the reflection of light from ultrastructures, have evolved multiple times in butterflies. Unlike pigmentary colours and patterns, little is known about the genetic basis of these colours. Reflective structures on wing-scale ridges are responsible for iridescent structural colour in many butterflies, including the Müllerian mimics *Heliconius erato* and *Heliconius melpomene.* Here, we quantify aspects of scale ultrastructure variation and colour in crosses between iridescent and non-iridescent subspecies of both of these species and perform quantitative trait locus (QTL) mapping. We show that iridescent structural colour has a complex genetic basis in both species, with offspring from crosses having a wide variation in blue colour (both hue and brightness) and scale structure measurements. We detect two different genomic regions in each species that explain modest amounts of this variation, with a sex-linked QTL in *H. erato* but not *H. melpomene.* We also find differences between species in the relationships between structure and colour, overall suggesting that these species have followed different evolutionary trajectories in their evolution of structural colour. We then identify genes within the QTL intervals that are differentially expressed between subspecies and/or wing regions, revealing likely candidates for genes controlling structural colour formation.

This article is part of the theme issue ‘Genetic basis of adaptation and speciation: from loci to causative mutations’.

## 1. Introduction

Structural colours are some of the most vivid and striking colours found in nature. They are formed from the reflection and refraction of light from physical ultrastructures and examples of these can be found in nearly all groups of organisms. The structural colours of butterflies and moths are among the best described and play diverse roles, including initiation of courtship and mating behaviour [1,2], sex and species discrimination [3], long-distance mate recognition [4] signalling of quality and adult condition [5], and possibly predator avoidance [6,7].

Butterflies and moths have evolved several mechanisms of structural colour production by modifying different components of wing-scale morphology [8,9]. Scales typically consist of a flat lower lamina connected to an upper lamina by pillar-like trabeculae, with a small space separating the upper and lower laminae (figure 1). The lower lamina can act as a thin film reflector that produces hues ranging from violet to green depending on its thickness [10–12]. The upper-scale surface has a more complex structure; it consists of a parallel array of ridges connected by cross-ribs, and modifications to these can yield diverse optical effects. For example, a lamellar structure in the ridges forms multi-layer reflectors that produce the iridescent (angle-dependent) blue in *Morpho* butterflies [13] and UV reflectance in *Colias eurytheme* [14,15]. The variations in hue and brightness of colour produced in the intricate structures of the upper-scale surface depend on an interplay between the number of lamellae, the thickness of each layer and the spacing between the ridges [16].

**Figure 1.**
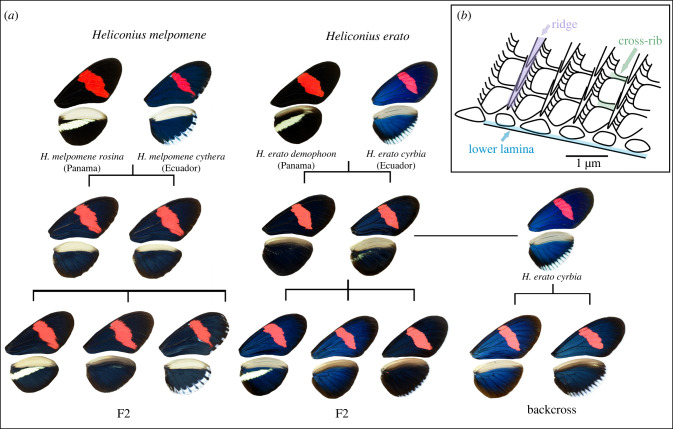
(*a*) Crosses between iridescent and non-iridescent morphs of *Heliconius melpomene* and *Heliconius erato*. For *H. melpomene*, we used F2 crosses, plus one cross thought to be F1 × F2 (not shown). For *H. erato*, we used F2 crosses and a backcross to the iridescent subspecies. (*b*) Schematic of part of a scale showing the lower lamina (blue) and upper longitudinal ridges (purple) connected by cross-ribs (green).

Recent studies have begun to uncover the genetic and developmental basis of structural colours in some species [9], revealing a common pattern in *Bicyclus anynana* and *Junonia coenia*; artificial selection for colourful phenotypes quickly resulted in changes in lower lamina thickness, and consequently hue, in a relatively small number of generations [10,12]. Knock-outs of known colour pattern genes [17], and genes involved in pigment synthesis pathways [18,19], have shown that modification of these can result in altered scale ultrastructure and, moreover, have brought about unexpected instances of the structural colour [18]. Interestingly, there are butterflies (*Junonia coena*) for which the gene *optix,* a known major colour pattern gene [20]*,* can jointly control pigment-based coloration and thickness of the lower lamina, producing blue structural colour [12]. Knock-outs of *optix* do not have an effect on structural colour in *Heliconius* [18]. Furthermore, the microevolutionary changes required for structural colour evolution are largely unknown.

Wing colour patterns have been widely studied in the *Heliconius* butterflies, a group of butterflies with a diverse set of aposematic colour patterns. These patterns show examples of both convergent evolution between distantly related species and divergent evolution within species. Some species form mimicry rings, in which wing patterning is under strong positive frequency-dependent selection due to predation [21]. Pigment colour patterns are largely determined by a small number of genes that are homologous across species. Extensive research has uncovered a toolkit of five loci that control much of the colour pattern variation in *Heliconius* species and some other Lepidoptera [22]. *Heliconius* also display structural colour, and in comparison to the well-studied pigmentary colours, very little is known about the development and genetic basis of these. While overall scale morphology is similar between iridescent and non-iridescent scales in *Heliconius*, those with blue structural colour have overlapping ridge lamellae that act as multi-layer reflectors (as in *Morpho*), along with a greater density of ridges on the scale (narrower ridge spacing) [16,23].

Structural colour has evolved multiple times within the *Heliconius* genus [16]. In some species, all subspecies have iridescent colour, while others exhibit interspecific variation in iridescence. *Heliconius erato* and *Heliconius melpomene* are two co-mimicking species that diverged around 10–13 Mya [24], with each evolving around 25 different colour pattern morphs [25]. Most of the different colour patterns are produced by pigment colours, but subspecies found west of the Andes in Ecuador and Colombia also have an iridescent blue structural colour. *H. erato cyrbia* and *H. melpomene cythera* found in Western Ecuador have the brightest iridescence, while subspecies *H. erato demophoon* and *H. melpomene rosina,* found to the north in Panama, are matt black in the homologous wing regions (figure 1). A hybrid zone forms between the iridescent and non-iridescent groups where they meet near the border between Panama and Colombia, and here, populations with intermediate levels of iridescence can be found [26]. Continuous variation in iridescent colour is observed in the centre of the hybrid zone and in experimental crosses [23], suggesting that this trait is controlled by multiple genes. The evolution of pigmentation and simple colour pattern traits has frequently been shown to involve the reuse of a small number of genes across animal species [22,27,28]. However, we may expect the genetic basis of a quantitative trait controlled by multiple genes, such as iridescence in these species, to be less predictable [29]. In addition, iridescence in *H. e. cyrbia* is much brighter than in *H. m. cythera* [16], suggesting some differences in scale structure and presumably genetic control of this structure formation process.

Here, we use crosses between subspecies of iridescent and non-iridescent *Heliconius* to determine the genetics of both colour and scale ultrastructure traits for the first time. We measure the intensity of blue colour and overall luminance (brightness) to assess variation in colour. We complement our estimates of colour variation with high-throughput measurements of ridge spacing and cross-rib spacing using ultra-small-angle X-ray scattering (USAXS). Using a quantitative trait locus (QTL) mapping approach, we can identify the location and effect sizes of loci in the genome that are controlling variation in iridescent colour. We then use RNA sequencing data from the same subspecies of each species to identify genes that are differentially expressed (DE), both between subspecies and between wing regions that differ in scale type. Comparison of the genetic basis of these traits between *H. melpomene* and *H. erato*, two distantly related mimetic species, allows us to ask whether, like pigment colour patterns, variation in iridescent colour and scale structure is also an example of gene reuse.

## 2. Methods

### (a) Experimental crosses

Experimental crosses were performed using geographical morphs of both *Heliconius erato* and *Heliconius melpomene*. In both species, morphs from Panama (*H. e. demophoon* and *H. m. rosina*) were crossed with morphs from Western Ecuador (*H. e. cyrbia* and *H. m. cythera*), then the F1 generations crossed with each other to produce an F2. For *H. erato*, we also analysed a backcross between the F1 and *H. e. cyrbia* (figure 1). Due to a mix-up in the insectary, one of our largest *H. melpomene* broods, named ‘EC70’, was obtained from a cross between an F1 father and a mother of unknown parentage, likely an F2 individual. Further details of the crosses are in the electronic supplementary material, table S1. A total of 155 *H. erato* individuals from five broods were used to generate linkage maps and perform QTL mapping (3 *demophoon* and 3 *cyrbia* grandparents, 11 F1 parents and 40 backcross and 99 F2 offspring). For *H. melpomene*, data from four broods made up of 228 individuals were used (1 *rosina* and 2 *cythera* grandparents, 6 parents and 219 offspring, electronic supplementary material, table S1). Some of these crosses have previously been used for an analysis of quantitative pattern variation [30]. Details of sequencing and linkage map construction are given in Bainbridge *et al.* [30] and in the electronic supplementary material.

### (b) Phenotypic measurements

In the offspring of these crosses, we measured four phenotypes—blue colour (BR), luminance, ridge spacing and cross-rib spacing. Wings were photographed under standard lighting conditions (full details in [23]). A colour checker in each photograph was used to standardize the photographs using the levels tool in Adobe Photoshop (CS3). RGB values (red, green and blue) were extracted from two blue/black areas of each wing (proximal areas of both the forewing and hind-wing, electronic supplementary material, figure S1) and averaged. Blue-red (BR) values were used as a measure of blue iridescent colour. These were calculated as (B − R)/(B + R), where 1 is completely blue and −1 is completely red. Luminance was measured as overall brightness and was calculated as R + G + B, with each colour having a maximum value of 255.

Scale structure measurements were extracted from USAXS data, from a single family of each species (*n* = 56 *H. erato* F2 and *n* = 73 *H. melpomene* (mother of unknown ancestry)). We measured between 33 and 113 points per individual along a linear proximodistal path across the proximal part of the forewing, which has the most vivid iridescence in the blue subspecies (electronic supplementary material, figure S1). The raw images were corrected for dark current and spatial distortion. SEM data from a subset of individuals were used to interpret the scattering patterns and develop robust methods for extracting mean ridge and cross-rib spacing values for the dorsal wing scales of all individuals (see electronic supplementary material for details).

### (c) Quantitative trait locus mapping

The R package R/qtl was used for the QTL analysis [31]. For *H. erato*, initially the F2 crosses were analysed together and the backcross analysed separately. Genotype probabilities were calculated for these two groups using *calc.genoprob* in R/QTL. We ran standard interval mapping to estimate LOD (logarithm of the odds) scores using the *scanone* function with the Haley-Knott regression method. In the F2 analysis, sex and family were included as additive covariates, and family was included as an interactive covariate, to allow multiple families to be analysed together. Sex was included as a covariate in the backcross analysis to account for any sexual dimorphism. To determine the significance level for the QTL, we ran 1000 permutations, with *perm.Xsp* *=* *T* to get a separate threshold for the Z chromosome. A single F2 family (*n* = 56) was used to analyse scale structure variation (ridge spacing and cross-rib spacing) using the same method, albeit that a higher number of permutations was used for determining the significance level of the QTL (4000). For analyses of BR colour and luminance, LOD scores for the F2 crosses and the backcross were added together, to allow analysis of all individuals together to increase power, and the significance level recalculated in R/qtl.

Confidence intervals for the positions of QTL were determined with the *bayesint* function and we used a *fitqtl* model to calculate the phenotypic variance that each QTL explained. Genome scan plots and genotype plots were made with R/qtl2 [32]. Genetic distances in the QTL results are based on the observed recombination rate and expressed in centimorgans (cM), which is the distance between two markers that recombine once per generation. These were related to physical distances based on the marker positions in the assembled reference genome of each species. Where we discuss individual markers, these are the markers with the highest LOD scores in each QTL.

The same method was used to run genome scans for BR colour and luminance in *H. melpomene*. Since the parentage of the mother of the EC70 brood is unknown, the maternal alleles in the offspring could not be assigned as being from either a *cythera* or a *rosina* grandparent. Therefore, in this family, only paternal alleles were taken into account (and all maternal alleles were assigned to a *rosina* grandparent), and the cross was treated as if a backcross. LOD scores of the three F2 families were added to the LOD score from the EC70 family, as in *H. erato*, and the significance level recalculated. Again, a single family was used for analysis of scale structures (EC70, *n* = 73).

### (d) Gene expression analysis

RNA sequence data were generated from 32 *H. erato* pupal wing samples (16 *H. e. demophoon and* 16 *H. e. cyrbia*) and *H. melpomene* pupal wing samples (16 *H. m. rosina* and 16 *H. m. cythera*), with individuals sampled from the same captive populations as those used for the crosses. Each of these samples contained two wing regions (the anterior hind-wing or ‘androconial’ region, which has a different scale type, was dissected from the rest of the wing and sampled separately; electronic supplementary material, figure S1), and two developmental stages, 50% total pupation time (5 days post-pupation) and 70% total pupation time (7 days post-pupation). Overall this gave four biological replicates for each tissue type/developmental stage/subspecies combination (electronic supplementary material, table S2).

Quality-trimmed reads were aligned to the respective *Heliconius* reference genomes using HISAT2 (v. 2.1.0) (see https://doi.org/10.1038/s41587-019-0201-4). 

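Raw counts of the 32 H. melpomene libraries were analysed by MDS in edgeR. Distances were leading log2 fold changes over the top 500 genes of each pair of libraries, among the 17902 genes that passed edgeR's expression filter. In the sample labels the individuals are numbered from 1 to 16, and each number has 2 libraries, from the anterior hindwing and from the forewing and posterior hindwing. At 50% development, the labelled H. m. cythera individuals had mean positions on dimension 2 between -1.93 and -1.47. The labelled H. m. rosina individuals 5, 7 and 8 lay at 2.20, 1.72 and 1.71, and individual 6 lay lower, at 0.73. At 70% development, cythera individuals 9 to 12 lay between -1.11 and -0.73. Of the individuals labelled rosina at that stage, 14, 15 and 16 lay at 1.52, 1.66 and 1.26, whereas individual 13 lay within the cythera range, at -0.784 in the anterior hindwing and -0.805 in the forewing and posterior hindwing. The distance between the 2 libraries of one individual over dimensions 1 and 2 had a median of 0.065 and was at most 0.367. The text of the paper does not give the number of the individual that was removed. All 16 individuals were therefore kept under their labels, and each was left out in turn.

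**Figure D1:**
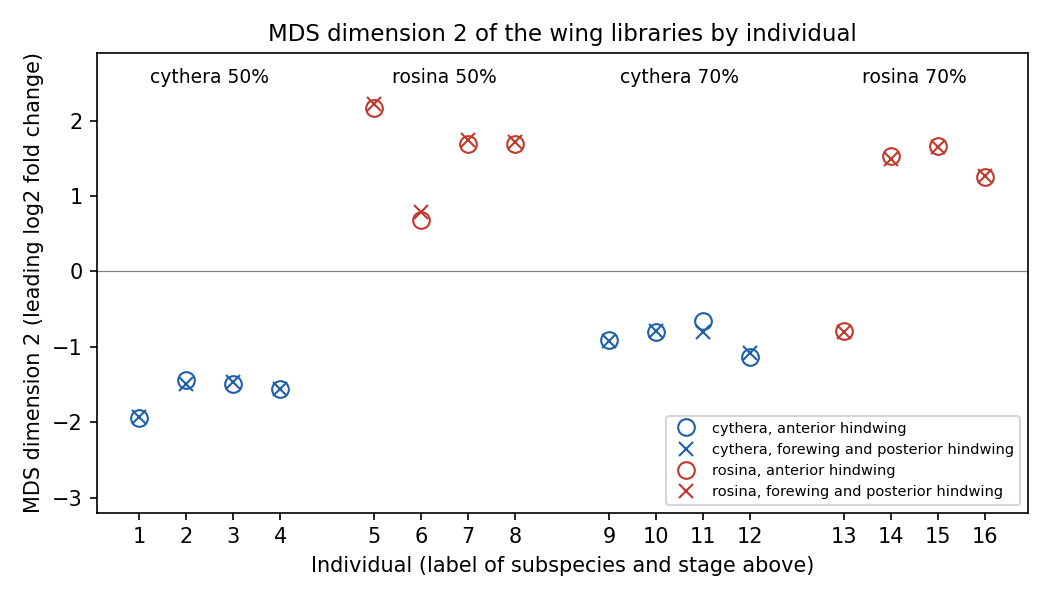
Position of each library on MDS dimension 2 (leading log2 fold change) by individual, with the labelled subspecies and stage above each set of 4 individuals. Circles are anterior hindwing libraries, crosses are forewing and posterior hindwing libraries, blue is cythera and red is rosina. Both libraries of individual 13, labelled rosina at 70%, lie below 0, between those of the cythera individuals.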

Clustering of samples by multi-dimensional scaling (MDS) on expression levels revealed that one of the *H. m. rosina* individuals had been incorrectly labelled (which was also confirmed by analysis of nucleotide variants) and this was removed from subsequent analyses. Each species was analysed separately to identify genes that were DE between subspecies and between the wing regions for the iridescent blue subspecies (electronic supplementary material, figure S1), using the quasi-likelihood F-test in R/Bioconductor package EdgeR (v.3.28.1) (see https://doi.org/10.1093/bioinformatics/btp616). For the wing region comparison, we used a general linear model approach, with the two wing regions nested within ‘individual ID’ for each individual. We then determined if any significantly DE genes (between subspecies or wing region) were within the mapped QTL intervals. We further determined if any genes were DE in parallel between species. Details of further analyses of these data including gene set enrichment analysis are given in the electronic supplementary material.

## 3. Results

### (a) Quantitative trait locus mapping in *Heliconius erato*

We found significant correlations between scale structure and colour measurements: ridge spacing is negatively correlated with both luminance and BR values (electronic supplementary material, figure S2). Cross-rib spacing is positively correlated with ridge spacing and also negatively correlates with BR values (electronic supplementary material, text). Significant QTL were found for three phenotypes in *H. erato*—BR colour, luminance and ridge spacing (figure 2, table 1; electronic supplementary material, table S3). When analysing the colour measurements, F2 and backcross genome scans were combined, and for BR values, these showed two significant QTL on chromosomes 20 and the Z sex chromosome. These QTL were also found when analysing the F2 broods separately from the backcross brood (electronic supplementary material, figure S3). At both markers, individuals with Panama-type genotypes (Pan/Pan and Pan(W)) had lower BR values than Ecuador-type and heterozygous genotypes, following the expected trend (figure 2). The QTL on the Z chromosome explained the largest proportion of the phenotypic variation in BR colour in both the F2 crosses (19.5%) and the backcross (24.6%), and the chromosome 20 QTL explained a further 12.3% in the F2 crosses.

**Figure 2.**
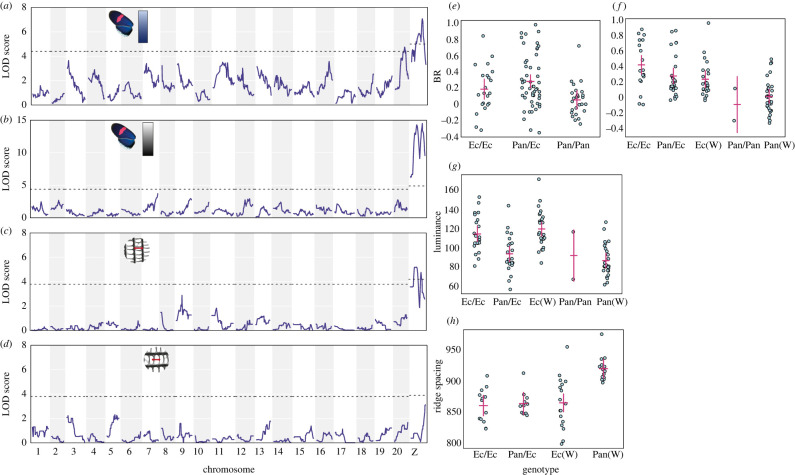
*H. erato* QTL analysis of all families for BR colour (*a*) and luminance (*b*), and for a single family for ridge spacing (*c*) and cross-rib spacing (*d*). Dotted lines show *p* = 0.05 significance level; (*e*–*h*) show the phenotypes of F2 individuals grouped by genotype at the most significant marker within each QTL ((*e*) top BR marker on chromosome 20; (*f*) top BR marker on Z; (*g*) top luminance marker on Z; (*h*) top ridge spacing marker on Z). ‘Pan’ denotes alleles from the Panama subspecies *demophoon*, and ‘Ec’ the Ecuador subspecies *cyrbia*. Only two individuals have homozygous Panama-type *demophoon* genotypes at the Z chromosome marker due to the small number of individuals with a *demophoon* maternal grandfather (electronic supplementary material, table S1). Points are individuals, red crosses show confidence intervals. Marker positions are shown in table 1.

**Table 1.** Significant QTL were found for three phenotypes in *H. erato* and *H. melpomene*.

phenotype	marker	chromosome	position (cM)	LOD	*p*
*Heliconius erato*					
BR colour (all families)	Herato2101_12449252	Z	38.0	7.07	0.001
	Herato2001_12633065	20	32.9	4.75	0.022
luminance (all families)	Herato2101_12449398	Z	41.6	14.50	<0.001
ridge spacing (single family)	Herato2101_7491127	Z	23.0	5.21	0.013
*Heliconius melpomene*					
BR (all families)	Hmel203003o_2119654	3	15.22	7.26	0.001
luminance (all families)	Hmel203003o_2635435	3	17.97	13.61	<0.001
ridge spacing (EC70)	Hmel207001o_11550301	7	53.61	5.71	<0.001

Luminance (overall brightness of the wing region) was highly associated with the Z chromosome (figure 2*b*). The significant marker did not map exactly to the same position as for the BR values but was apart by only 3.6 cM, and confidence intervals for each overlap. Individuals with Ecuador-type alleles had higher luminance values than those with Panama-type alleles, showing the same trend as the BR values (figure 2*g*). This QTL explained 40.2% of the variance in luminance values in the F2 crosses and 24.2% in the backcross. This was the only significant QTL for luminance, with nothing appearing on chromosome 20.

A single QTL on the Z chromosome was also significant for ridge spacing (figure 2*c*). This marker was at a different position from the markers for BR and luminance, but mapped to the same marker as luminance when using the same individuals (electronic supplementary material, figure S3). All genotypes with one or two Ecuador-type alleles had similar ridge spacing, but those with a hemizygous Panama-type genotype (‘Pan(W)’ in figure 2*h*) had significantly wider ridge spacing. This QTL explained 34.8% of variance in ridge spacing in this family. No significant QTL were found for cross-rib spacing, although the highest LOD score was seen on the Z chromosome (figure 2*d*).

### (b) Quantitative trait locus mapping in *Heliconius melpomene*

In contrast with *H. erato*, scale structure measurements in *H. melpomene* did not correlate with either of the colour measurements (supplementary material, figure S2, text). A single significant QTL for BR colour was found on chromosome 3 (figure 3*a*, table 1; electronic supplementary material, table S4) when combining the F2 families with EC70 (and for EC70 only; electronic supplementary material, figure S4). The marker explains 15.3% of phenotypic variation in EC70 (which should be an underestimate due to all maternal alleles being ignored) and 9.2% in the three F2 families. Luminance was also strongly associated with markers on chromosome 3 (figure 3*b*; electronic supplementary material, figure S4). The associated marker was 2.75 cM from the marker for BR colour, and the confidence intervals overlap. By contrast, for ridge spacing, we found a significant QTL on chromosome 7 (using just the EC70 brood), explaining 30.3% of variation (figure 3*g*). Again, no significant QTL were found for cross-rib spacing (figure 3*d*). These results were generally supported by a genome-wide association study (GWAS) using all SNP variation (which allowed maternal variation in EC70 to be included) and did not reveal any additional loci (electronic supplementary material, figure S5, see electronic supplementary material for full results and methods).

**Figure 3.**
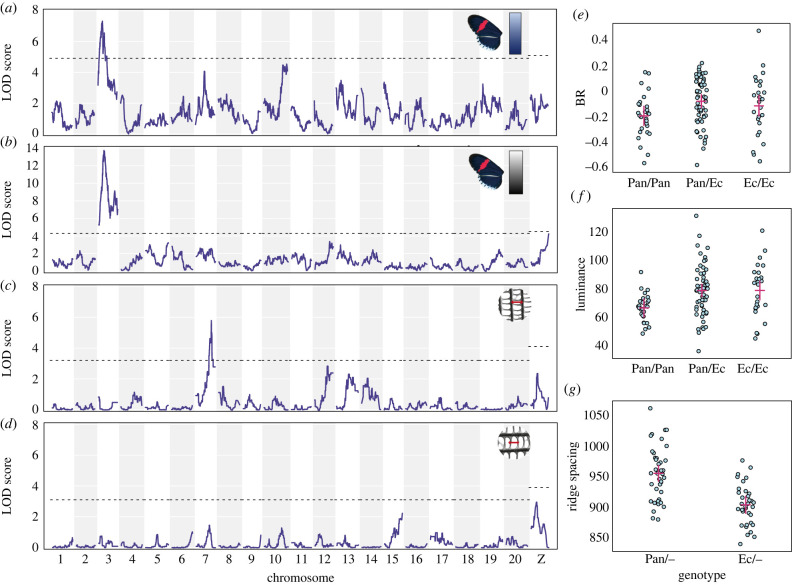
*Heliconius melpomene* QTL analysis of all families for BR colour (*a*) and luminance (*b*), and for a single family (EC70) for ridge spacing (*c*) and cross-rib spacing (*d*); (*e*–*g*) show the phenotypes of individuals grouped by genotype at the most significant marker within each QTL ((*e*) BR colour of F2 individuals by chromosome 3 marker genotype; (*f*) luminance of F2 individuals by chromosome 3 marker genotype; (*g*) Ridge spacing of EC70 brood individuals by chromosome 7 marker genotype). ‘Pan’ denotes alleles from the Panama subspecies *rosina*, and ‘Ec’ the Ecuador subspecies *cythera*. Points are individuals, red crosses show confidence intervals. Marker positions are shown in table 1.

Individuals with homozygous Panama-type genotypes at the mapped chromosome 3 markers had lower BR and luminance values (figure 3). Individuals carrying Ecuador-type alleles at the mapped chromosome 7 marker showed reduced ridge spacing, consistent with the observation that the Panama subspecies have greater ridge spacing.

### (c) Differential expression

A total of 24 118 genes were expressed in the wings of *H. erato* and 30 721 in the wings of *H. melpomene*. 

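In H. melpomene, RNA was sequenced from the pupal wings of 16 individuals, 8 of the iridescent Ecuadorian subspecies cythera and 8 of the matt black Panamanian subspecies rosina. Of each subspecies, 4 individuals were sampled at 50% development (5 days post-pupation) and 4 at 70% (7 days post-pupation). Each individual gave 2 libraries, one of the anterior hindwing and one of the forewing and posterior hindwing, which makes 8 groups of 4 libraries. By their labels, the groups held 2 females and 2 males each, except that all 4 rosina individuals at 70% were males. The authors aligned the reads with HISAT2 and deposited the number of reads counted per gene, without normalization. Total counts per library ranged from 20151439 to 45570497, with a median of 30597158.5.

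In cythera at 50%, totals were 29819839 to 43268883 (median 40327825.5) in the anterior hindwing and 26449990 to 45570497 (median 38480669.5) in the forewing and posterior hindwing. In rosina at 50%, they were 28681744 to 45559941 (median 36118574) and 22582518 to 41908378 (median 35153796.5), respectively. In cythera at 70%, they were 21141907 to 31901484 (median 27579863) and 20151439 to 30089499 (median 29303521.5). In rosina at 70%, they were 27679584 to 39998474 (median 30081865.5) and 23474865 to 35703924 (median 30857306). The 10 genes with most counts took 16.2% to 28.4% of a library at 50% and 31.7% to 41.8% at 70%. At these depths, a limit of 3 counts corresponds to between 0.0658 and 0.149 CPM, which is counts scaled to the library size.

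Differential expression was tested on these counts with edgeR's quasi-likelihood F-test, after filtering of low counts and TMM normalization. Genes with a Benjamini-Hochberg FDR under 0.05 were taken as DE. Subspecies were compared in the forewing and posterior hindwing, the region that is iridescent in cythera, with 1 library per individual. Wing regions were compared within individuals, with individual as a block. The text of the paper does not say which wing regions entered the subspecies comparison, nor how low counts were filtered. The choices that moved the results most were the individuals included, the treatment of both libraries of an individual as separate replicates, the block of individual in the wing-region comparison, and the test used.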

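The H. melpomene count table held 30720 rows. Of these, 27012 had a count above 0 in at least 1 of the 32 libraries and 3708 had a count of 0 in every library. Assembled loci, whose IDs start with MSTRG, made up 26173 rows, and 12482 of them carried no annotated gene ID. An annotated ID starting with HMEL was given in 18081 rows. The number of rows depended on the definition of expression. At least 10 counts in at least 1 library were found for 23991 rows, at least 1 CPM in at least 4 libraries for 13205, and a count in every library for 10026. With each individual left out in turn, between 26894 and 26961 rows had a count above 0. Over the 8 groups, 17902 rows passed edgeR's expression filter.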

In both *H. erato* and *H. melpomene,* MDS analysis of expression levels revealed strong clustering by stage (dimension 1) and subspecies (dimension 2), leading to four distinct clusters (electronic supplementary material, figure S6). 

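In H. melpomene, dimension 1 accounted for 35.2% of the variance between libraries and dimension 2 for 8.68%. Stage accounted for 99.2% of the variance along dimension 1. All libraries at 50% lay at -2.27 or below on this dimension, and all libraries at 70% at 2.57 or above. Subspecies, as labelled, accounted for 77.4% of the variance along dimension 2, and for 92.2% without individual 13. All cythera libraries lay at -0.66 or below on dimension 2, and the rosina libraries of individuals other than 13 at 0.68 or above. Wing region accounted for 0.00823% of dimension 1 and 0.000531% of dimension 2. The choice of genes moved the second dimension most. When genes were required to have at least 10 counts in every library, which left 8522, subspecies accounted for 2.62% of dimension 2 and for 72.7% of dimension 3.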

Nine hundred and seven and 1043 genes were differentially expressed (DE) (false discovery rate (FDR) < 0.05) between *H. erato* subspecies at 50% and 70% development, respectively (electronic supplementary material, tables S5 and S6). 

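At 50% development, 12779 genes were tested in the forewing and posterior hindwing of 4 cythera and 4 rosina individuals of H. melpomene, and 210 were DE. Expression was higher in cythera in 100 of these and lower in 110. The groups did not overlap in normalized counts for any of the 210, against 9.06% of all genes tested. The 210 were chosen on the same libraries, so this separation is no independent evidence for them. In 80 of the DE genes, all 4 libraries of one subspecies had at most 3 counts. MSTRG.25 carries the annotated ID HMEL002147g1. It had 86.6 ± 14.7 CPM in cythera (SD, n = 4 individuals) and a count of 0 in all 4 rosina libraries of this region. It was at least 684-fold higher in cythera there (edgeR quasi-likelihood F-test, FDR = 0.00138). In the anterior hindwing, rosina individuals 7 and 8 had 18 and 43 counts (0.4703 and 0.8639 CPM), and individuals 5 and 6 had 0. Cythera had 84.45 to 90.97 CPM there, so the bound holds for the forewing and posterior hindwing only. The other DE genes with the smallest p were assembled loci without an annotated ID. MSTRG.9424 was higher in cythera, at 20.6 ± 8.64 against 0.823 ± 0.346 CPM (SD, n = 4 individuals each), a log2 fold change of 4.65 (SE 0.41, edgeR FDR = 0.00854). MSTRG.11303 was lower in cythera, at 3.93 ± 1.03 against 24.9 ± 4.48 CPM (SD, n = 4 each), a log2 fold change of -2.66 (SE 0.23, edgeR FDR = 0.00854). MSTRG.16335 had no counts in the 4 cythera libraries and 3.49 ± 0.226 CPM in rosina (SD, n = 4), at least 29.6-fold lower in cythera (edgeR FDR = 0.00927). Each of these 4 genes stayed DE in all 8 fits that left out one individual. Reads shared with similar or overlapping genes could not be excluded, as the counting of such reads is not described in the text of the paper.

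The number of DE genes at 50% ranged from 19 without individual 8 to 317 without individual 4. Individual 4 lay apart from the other cythera individuals at 50% on MDS dimension 1, at a mean of -3.57 against -2.82 to -2.47. At 70% development, none of 12138 genes was DE among all labelled individuals, and 884 had an unadjusted p under 0.05. The smallest FDR was 0.0862. Without individual 13, 31 genes were DE, 23 higher and 8 lower in cythera, whereas leaving out any other individual gave at most 2. Of these 31 genes, 25 were also tested at 50%, and all 25 differed in the same direction there. The number of DE genes moved most when the 2 libraries of an individual were entered as separate replicates, to 3245 at 50% and 1080 at 70%. No gene had an FDR under 0.05 for the interaction between subspecies and stage, with 986 of 14722 genes at an unadjusted p under 0.05.

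**Figure D2:**
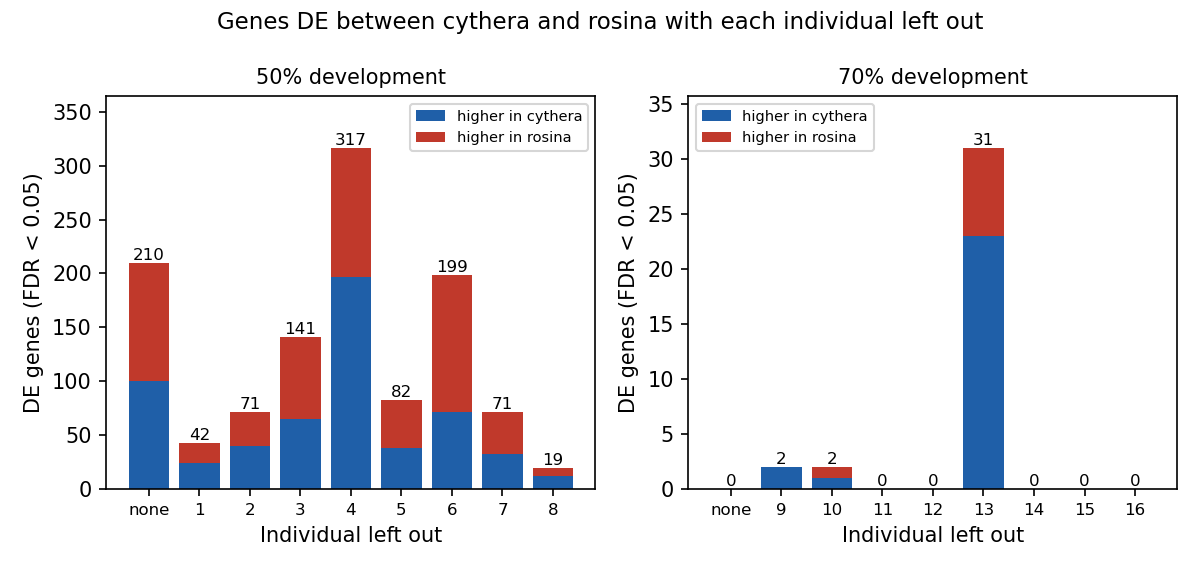
Number of genes DE between cythera and rosina (FDR under 0.05) at 50% and 70% development, with all labelled individuals (none) and with each individual left out. Blue parts of the bars are genes higher in cythera and red parts genes higher in rosina. At 70%, the bar without individual 13 reaches 31 genes and the others at most 2.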

In *H. melpomene*, 203 and 29 genes were DE between subspecies at 50% and 70% development, respectively (electronic supplementary material, tables S7 and S8). Much of this DE will be due to the genome-wide divergence between subspecies (which is greater in *H. erato* than in *H. melpomene*, [26]), we therefore used further comparisons to narrow down these lists of genes.

Comparing between wing regions, in iridescent *H. erato cyrbia*, there was one gene at 50% and 70 genes at 70% DE (electronic supplementary material, tables S9 and S10); in iridescent *H. melpomene cythera*, there were six genes at 50% and 50 genes at 70% development DE (electronic supplementary material, tables S11 and S12). 

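In cythera, the forewing and posterior hindwing were compared with the anterior hindwing of the same 4 individuals at each stage. At 50% development, 6 of 13573 genes tested were DE, 2 higher and 4 lower in the forewing and posterior hindwing, and 1014 genes had an unadjusted p under 0.05. None was DE in any of the 4 fits that left out one individual. MSTRG.10490 (HMEL002901) was higher in the forewing and posterior hindwing, with a log2 ratio within individuals of 2.26 ± 0.209 (SD, n = 4) and edgeR FDR = 0.0478. MSTRG.7562, which joins 2 annotated IDs, was also higher, by 1.20 ± 0.255 (SD, n = 4, edgeR FDR = 0.0478). MSTRG.25851 (HMEL009811g1) and MSTRG.8196 (HMEL015765g1) were lower, with log2 ratios of -1.50 ± 0.271 and -1.02 ± 0.127 (SD, n = 4 each, edgeR FDR = 0.0343 for both).

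At 70% development, 41 of 12534 genes were DE, 25 higher and 16 lower in the forewing and posterior hindwing, and 1083 had an unadjusted p under 0.05. Between 5 (without individual 9) and 34 genes (without individual 12) were DE when one individual was left out. MSTRG.1111 (HMEL015804g1) was higher in the forewing and posterior hindwing in all 4 individuals, with a log2 ratio of 2.46 ± 0.481 (SD, edgeR FDR = 0.00164), but its FDR was up to 0.0575 with one individual left out. MSTRG.9980 (HMEL008859g1) was higher by 1.57 ± 0.212 (SD, n = 4, edgeR FDR = 0.00164). MSTRG.3653, a locus that joins 4 annotated IDs, was lower, with a log2 ratio of -1.89 ± 0.22 (SD, n = 4, edgeR FDR = 0.000435). MSTRG.11557 (HMEL015914) was lower (edgeR FDR = 0.000107), with 2549 counts in the anterior hindwing against 52 in the forewing and posterior hindwing in individual 9, and 1167 against 7 in individual 11. In individuals 10 and 12 it had 4 and 12 counts against 0, so the size of their differences is not known. The same individuals differed widely in the level of this gene, which in the anterior hindwing ranged from 0.142 to 116 CPM. The spread at this stage followed the sex labels, as individuals 9 and 11 are labelled male and individuals 10 and 12 female. Rosina individuals at 70%, all labelled male, had 800 to 7975 counts in the anterior hindwing. In cythera at 50% the counts there did not split by sex, with 216 and 6 in females 1 and 3 and 30 and 4 in males 2 and 4. Sex was not tested for this gene. The counts of DE genes moved most with the block and the test. Without individual as a block no gene was DE at either stage, and with DESeq2's Wald test 92 and 178 genes were DE at 50% and 70%.

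**Figure D3:**
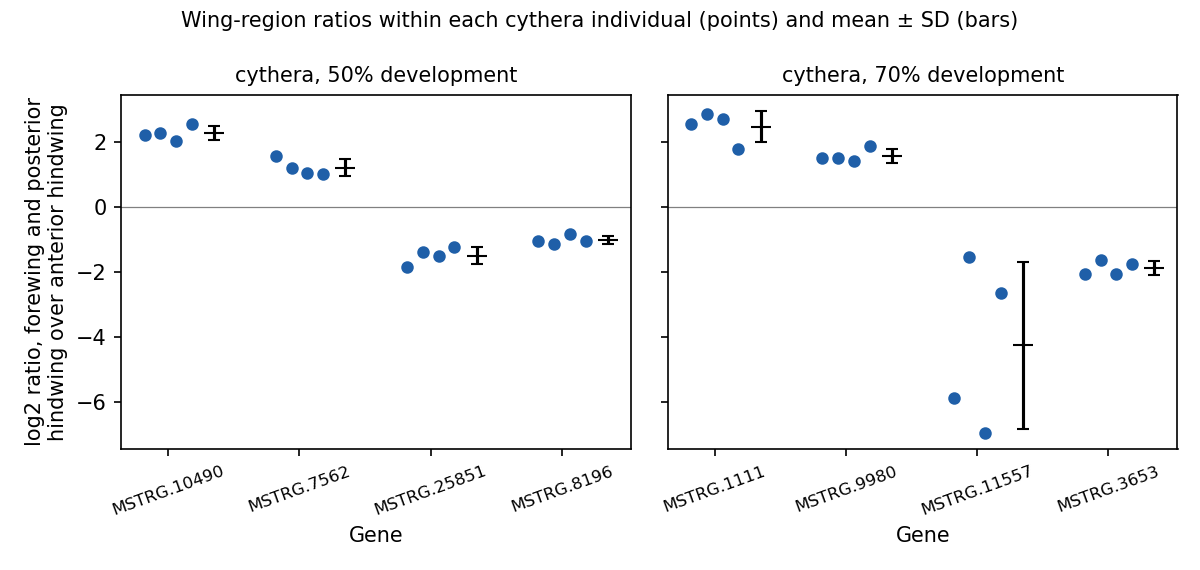
Log2 ratios of the forewing and posterior hindwing over the anterior hindwing in each cythera individual (points) for the 4 named genes of each stage, with their mean and SD (black bars). All 4 individuals of a stage lie on the same side of 0 for each gene, and MSTRG.11557 has the widest spread, as 2 of its individuals are near the floor.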

We may expect that genes involved in scale structure regulation would be DE both between subspecies and wing regions that differ in scale structure, but very few genes were found in both sets (electronic supplementary material, figure S7 and table S13). At 70%, there were two genes upregulated in *H. erato* in both comparisons: *chitin deacetylase 1* has a likely function in the deacetylation of chitin to chitosan and potential structural roles in the cuticle [33], and the other gene has similarity to the circadian clock-controlled gene *daywake*. There was no overlap in significant, downregulated genes expressed at 70% in *H. erato*. At 50% in *H. erato,* there were no significant, concordantly DE genes. However, a *doublesex-*like gene on chromosome 8 narrowly missed the significance cut-off and was downregulated (Log fold change (FC) < −1.5) in both comparisons (FDR = 0.02 between subspecies, FDR = 0.08 between wing regions). In *H. melpomene,* at both 70% and 50%, there was no overlap between genes that were DE between subspecies and wing regions.

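Among the 12243 genes tested in both comparisons at 50%, 140 were DE between subspecies and 6 between wing regions of cythera, and none was in both sets. By chance, 0.0686 shared genes would be expected. The smallest wing-region FDR among the genes DE between subspecies was 0.409, and the smallest subspecies FDR among the genes DE between wing regions was 0.516. At an unadjusted p under 0.05, 132 genes were in both sets, against 112 expected from the sizes of the sets, and 83 of them differed in the same direction and 49 in opposite directions. At 70%, 11706 genes were tested in both comparisons, and 41 were DE between wing regions. No gene was DE between subspecies at that stage, so the overlap could only be 0, and the smallest subspecies FDR among the 41 genes was 0.665. At an unadjusted p under 0.05, 118 genes were in both sets, against 74 expected, and 90 of them differed in the same direction. Both comparisons contain the same 4 cythera libraries of the forewing and posterior hindwing, which alone gives a positive correlation. Across genes, which are not independent replicates, the log2 fold changes of the comparisons had a correlation of 0.114 at 50% and 0.154 at 70%. In 20 simulations per stage without any difference between groups, it was 0.162 to 0.208 and 0.191 to 0.249, respectively. In these simulations the median number of genes at an unadjusted p under 0.05 in both sets was 70 and 73.5, where the sizes of the sets gave 31.9 to 39 and 28.4 to 36.2. The shared libraries thus raise this number by themselves, and the 132 and 118 genes are no evidence of shared differences. Without individual 13, none of the 31 genes DE between subspecies at 70% was among the 41. At 50%, the overlap was 0 without each rosina individual in turn, whereas the fits without a cythera individual had no wing-region genes to share. With DESeq2's Wald test, 10 genes were in both sets at 50% and 3 at 70%. Of the 10, only 2 were higher in both comparisons and 2 lower in both, and of the 3, 1 and 1. The paper reasons that genes regulating scale structure may be expected to be DE in both comparisons, and it reports no such gene in H. melpomene at either stage.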

Genes involved in controlling scale structure may be similarly DE between species. Between subspecies, at 70%, there were no concordantly DE genes in either species. However, at 50%, there were two concordant genes significantly DE, *Fatty acid synthase* and *Gamma-glutamylcyclotransferase* (electronic supplementary material, table S14). For the wing region comparison, at 70%, there were four concordant genes significantly DE in both species: the homeobox gene *invected, Transglutaminase, uncharacterized LOC113401078* and the *doublesex*-like gene, which was also DE between *H. erato* subspecies (at 50%)*,* but none at 50% (although the *doublesex*-like gene is again DE in *H. melpomene*; electronic supplementary material, table S14).

### (d) Differentially expressed genes in the quantitative trait locus intervals

In order to identify candidate genes in the QTL intervals, we identified DE genes within these genomic regions. In general, the QTL intervals were not significantly enriched for DE genes (based on expected numbers of DE genes for a given interval size; electronic supplementary material, table S15), suggesting that the QTL do not contain clusters of multiple functionally important genes. In *H. erato*, there were two and five DE genes in the ‘BR’ interval on chromosome 20 at 50% and 70% development, respectively (electronic supplementary material, table S15). One of the genes at 70% was *Fringe*, a boundary-specific signalling molecule that modulates the Notch signalling pathway and has roles in eyespot formation and scale cell spacing in butterflies [33,34].

On the Z chromosome, at 50%, there were 27, 25 and 17 genes significantly DE between subspecies in the ‘ridge spacing’, ‘luminance’ and ‘BR’ intervals, respectively, with 16 genes in the overlap of all three intervals (figure 4; electronic supplementary material, table S16). Of note, the microtubule motor protein, *dynein heavy chain 6* was within all three QTL intervals and highly upregulated (LogFC > 3.0, FDR < 0.05) in the iridescent subspecies. Additionally, an *O-GlcNAc transferase*, with strong similarity to *Drosophila* polycomb group gene *super sex combs* was highly DE (LogFC = −9.32, FDR < 0.004) and matched the exact physical location of the ‘BR’ and ‘luminance’ markers within the genome.

**Figure 4.**
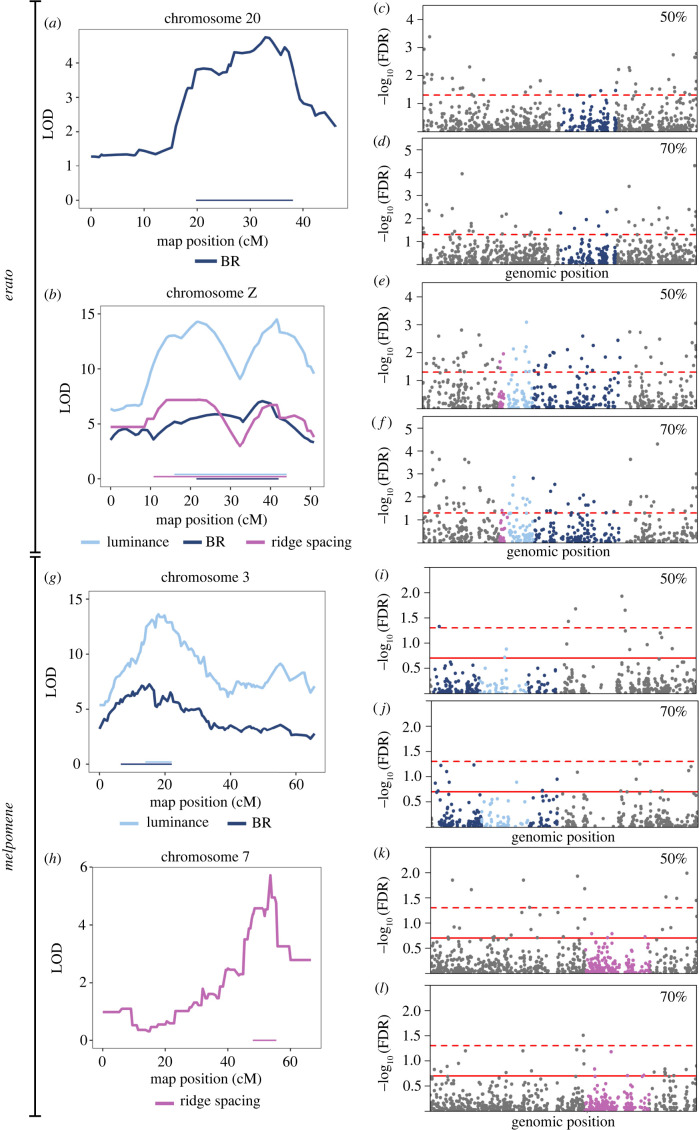
Differential expression of genes in the QTL in *Heliconius erato* (*a–f*) and *Heliconius melpomene* (*g–l*). LOD scores and QTL intervals in *H. erato* (*a,b*) and *H. melpomene* (*g,h*). log_10_FDR for differential expression of all genes on the QTL-containing chromosomes for *H. erato* (*c*–*f*) and *H. melpomene* (*i*–*l*), with genes in the QTL coloured, matching those of the intervals in the panels on the left. In (*e*) and (*f*), the QTL overlap, such that all genes in the BR and ridge spacing intervals also fall within the luminance interval; see electronic supplementary material, table S16 for details. In (*i*) and (*j*) the luminance interval is within the BR interval. The dashed red lines indicate FDR = 0.05 (significance), solid red lines indicate FDR = 0.2.

At 70%, on the Z chromosome, there were 24, 23 and 14 genes significantly DE in the ‘ridge spacing’, ‘luminance’ and ‘BR’ intervals, respectively, with 14 shared across all three regions (electronic supplementary material, table S16). The gene *trio*, which functions in actin structure regulation through activation of Rho-family GTPases [33], was found in all three intervals with particular proximity to the ‘ridge spacing’ marker (405 kbp away from the start of this gene). In addition to the functional role of *trio*, its high expression and large fold change (logCPM = 7.34, LogFC = −2.29, FDR = 0.0015) makes it a particularly good candidate for a role in optical nanostructure development in *H. erato*. Furthermore, a novel gene (*MSTRG.21985*) was also DE expressed (LogFC = −1.28, FDR = 0.0115) and may be part of a Rho GTPase activating protein (182 bp upstream of a gene with this annotation).

In *H. melpomene,* there were no DE genes between subspecies in the ‘ridge spacing’ interval on chromosome 7 at either stage. However, at 70%, the gene *ringmaker,* which functions in microtubule organization [33], showed slight DE (logFC = −1.43, FDR = 0.144). On chromosome 3, in the BR interval, there was one novel gene (*MSTRG.3173*) DE at 50% (but this falls outside the luminance interval) and no DE genes at 70% (electronic supplementary material, table S17). 

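MSTRG.3173 is an assembled locus without an annotated gene ID in the count table. At 50% development, its raw counts in the forewing and posterior hindwing were 9904, 20, 1686 and 4325 in rosina individuals 5, 6, 7 and 8, and at most 6 in the 4 cythera individuals. The log2 fold change of cythera against rosina was -11.52 (SE 2.18, edgeR quasi-likelihood F-test, FDR = 0.0431). Mean levels were 133 ± 145 CPM in rosina and 0.0448 ± 0.0896 in cythera (SD, n = 4 each), so the spread among rosina individuals was as large as their mean. Every rosina individual was above every cythera individual (exact permutation test on the means, two-sided p = 0.0286, the smallest p that 4 against 4 allow). The FDR was above 0.05 in 7 of the 8 fits that left out one individual, up to 0.128 without individual 1, and fell to 0.0131 without individual 6. It was 0.0654 with sex as a term and 4.18e-06 with DESeq2's Wald test. Counts in the anterior hindwing of the same rosina individuals were 10103, 13, 1584 and 4988, which gives the same order. At 70% development, counts in the forewing and posterior hindwing were 3, 2142, 3881 and 46 in rosina individuals 13, 14, 15 and 16 and at most 3 in cythera, and the gene was left out by the expression filter. Without that filter its FDR at 70% was 0.42, and without individual 13 it was 0.0553.

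**Figure D4:**
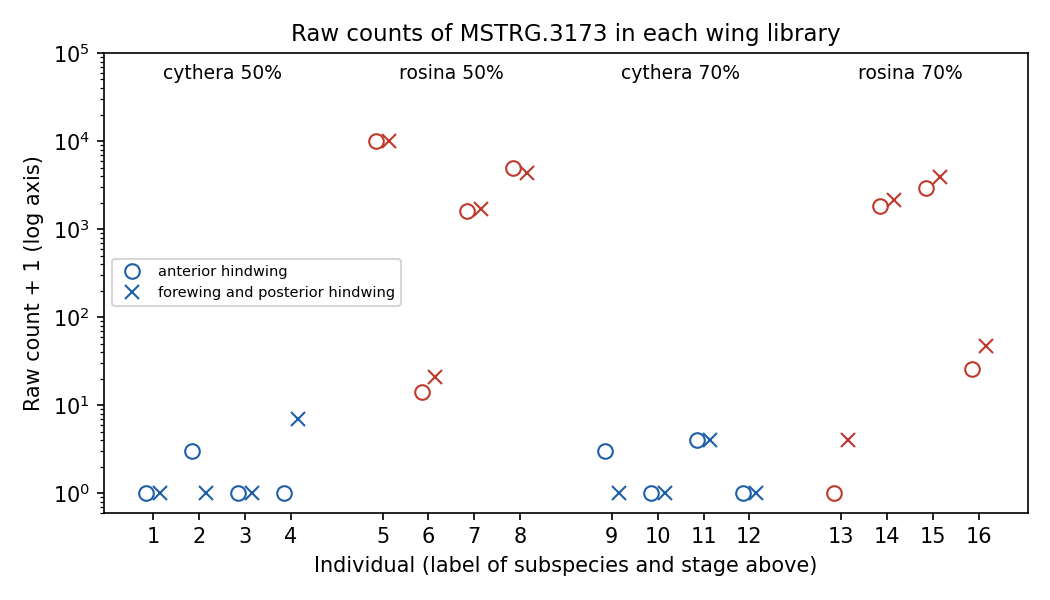
Raw counts of MSTRG.3173 plus 1, on a log axis, in the anterior hindwing (circles) and the forewing and posterior hindwing (crosses) of each individual, with the labelled subspecies and stage above. Blue is cythera and red is rosina. In rosina individuals 5, 7, 8, 14 and 15 the counts exceed 1000, whereas individuals 6 and 16 lie below 50 and individual 13 lies with cythera.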

The gene *miniature,* which in fly bristles is a component of the cuticulin envelope functioning in interactions between the depositing cuticle, membrane and cytoskeleton [35], falls in the overlap of the luminance and BR regions and shows slight DE at 50% (logFC = 1.60, FDR = 0.192).

For the wing region comparison, in *H. erato*, there were no genes DE at either stage within any of the QTL intervals. For *H. melpomene,* there was one DE gene in the ‘BR’ interval (but outside the ‘luminance’ interval) on chromosome 3 at 70% (a *lactase-phlorizin hydrolase-like* gene) and no DE genes at 50%. For the ‘ridge spacing’ interval on chromosome 7, there was one DE gene at 50%, an *F-actin-uncapping protein LRRC16A* and one gene at 70%, a *cuticle protein 18.6-like* gene (electronic supplementary material, table S18).

## 4. Discussion

In one of the first studies to look at the genetics of structural colour variation in terms of both colour and structure, we show that the trait is controlled by multiple genes in the co-mimics *Heliconius erato* and *Heliconius melpomene*. While we found only a small number of QTL, these explain relatively little of the overall phenotypic variation, suggesting there are more loci that remain undetected. Some of these may be the genes that we detected as DE, but that fall outside the detected QTL intervals. Of particular interest are genes that we detected as DE both between subspecies and between wing regions that differ in scale type. *Chitin deacetylase 1* is one such candidate in *H. erato*, which is on chromosome 5 (not in a QTL interval). Chitin is the main component of the cuticle and the differential expression of a potential chitin-degrading gene could alter the formation of the scale ridges [36].

Within each species, we find that hue and brightness (BR and luminance) are controlled by loci on the same chromosomes. In *H. erato*, this was on the Z chromosome, confirming our previous phenotypic analysis [23], and in *H. melpomene*, on chromosome 3. An additional locus on chromosome 20 was also found to affect blue colour but not brightness in *H. erato*. The Z chromosome locus in *H. erato* appears to control ridge spacing, which could have a direct effect on the brightness of the reflectance by increasing the density of reflective structures. Indeed, in the single-family analyses, luminance and ridge spacing mapped to exactly the same marker. However, the observed correlation between brightness and ridge spacing in *H. erato* may be a product of an unobserved association between tighter ridge spacing and other aspects of scale nanostructure, specifically the number of lamellae layers within the ridges. Theoretical analyses and simulations of the optical properties of multi-layers have revealed that increasing the number of layers will result in a rapid increase of brightness; adding even a small number of layers produces a significant increase in the amount of reflected light [37]. Therefore, the Z chromosome locus may be affecting multiple aspects of scale structure, producing the observed correlations between the different colour and structure measurements. Indeed, some DE genes in the Z locus may control multiple aspects of scale structure. For example, *trio* acts in several signalling pathways to promote reorganization of the actin cytoskeleton through Rho GTPase activation. Its regulatory function may be repeatedly employed during scale development in the formation of different aspects of scale ultrastructure guided by the actin cytoskeleton. Interestingly, potentially related signalling genes, such as the novel gene located immediately before a Rho GTPase activating protein, also fall within this locus and are DE, potentially suggesting there are several functional genes linked together in this region.

By contrast, in *H. melpomene*, we found different loci controlling colour and ridge spacing, suggesting a more dispersed genetic architecture and different loci controlling different aspects of scale structure. We found strong evidence for a locus on chromosome 3 controlling BR and luminance, but this locus appeared to have no effect on our measurements of scale structure and so is likely controlling other aspects of scale structure not quantified here. Instead, we find a locus on chromosome 7 that partially controls ridge spacing. Combined with the lack of a correlation between ridge spacing and our colour measurements, it appears that ridge spacing has relatively little direct effect on colour in *H. melpomene*, despite the parental populations showing a similar difference in ridge spacing to that seen in *H. erato*. It appears that *H. erato* has a locus on the Z chromosome that can control multiple aspects of scale structure, while scale structure variations in *H. melpomene* involve mutations at loci dispersed around the genome. This could provide one explanation for how *H. erato* has been able to evolve brighter structural colour than that observed in *H. melpomene*, if single mutations in *H. erato* can have pleiotropic effects on multiple aspects of scale structure.

In contrast with many of the loci for pigment colour patterns that are homologous across multiple *Heliconius* species, the loci controlling iridescence in *H. erato* and *H. melpomene* appear to be largely different. Differences in the physical scale architecture and brightness of colour between the species perhaps make these genetic differences unsurprising [16,26]. A lack of genetic parallelism may also be more likely for a quantitative trait such as iridescence [29]. Nevertheless, on the Z chromosome in *H. melpomene*, we do observe elevated LOD scores in the QTL analysis and low *p*-value SNPs in the GWAS for both scale structure traits, but neither of the colour traits. This suggests that *H. melpomene* may have a locus homologous to that in *H. erato,* which is controlling some aspects of scale structure variation, but with apparently little or no effect on colour variation. In addition, we find some genes that appear to show parallel expression patterns between species. Of particular interest is a *doublesex*-like gene that is DE between wing regions in both species and between *H. erato* subspecies. A different duplication of *doublesex* has been found to control structural colour in the Dogface butterfly (*Zerene cesonia*) [38], making this an interesting, potentially parallel candidate between species. It is possible that the evolutionary pathways may be different between species, but have triggered expression changes in similar downstream developmental pathways. However, we found very few genes that show concordant expression patterns between species.

In recent years, reverse genetics research has revealed a surprising connection between the molecular machinery underlying the development of pigmented wing patterns and the ultrastructure of butterfly scales in various species [17,18,39,40]. However, our QTL are not associated with any known colour pattern gene of large or small effect in *Heliconius* (*aristaless, WntA, vvl*, *cortex* and *optix—*located on chromosomes 1, 10, 13, 15 and 18, respectively) [22]. Our findings show that *H. erato* and *H. melpomene* do not use the known molecular machinery of wing pattern production for sculpting specialized nanostructures and iridescent wings, and that the production of structural colour is completely decoupled from that of mimicry-related wing pattern regulation and pigment production.

Overall, we show major differences in the genetic basis of structural colour in *H. erato* and *H. melpomene*. Combining this with gene expression analyses, we have been able to identify novel candidate genes for the control of structural colour variation with potential functions in chitin metabolism, cytoskeleton formation, gene expression regulation and cell signalling.

## Data Availability

Genomic sequence data from the crosses are deposited in the European Nucleotide Archive under project no. PRJEB38330. RNA sequence data are deposited in the Gene Expression Omnibus (GEO) with series accession GSE190378. Photographs of all samples can be found at doi.org/10.5281/zenodo.3799188. USAXS data are available at doi.org/10.5281/zenodo.5747416 and handling scripts at https://github.com/juanenciso14/butterfly_usaxs. Linkage maps with all phenotypic measurements and QTL scripts are available at github.com/mnbrien/Heliconius-iridescence. The data and an abstract in Spanish are provided in the electronic supplementary material [41].

How the deposited data were processed for this re-analysis (not part of the article)

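RNA from the pupal wings of H. melpomene was analysed, in 32 libraries of 16 individuals. There were 4 individuals for each combination of subspecies (cythera and rosina) and stage (50% and 70% development), and 2 libraries for each individual, one of the anterior hindwing and one of the forewing and posterior hindwing. Subspecies, stage, wing region, sex and individual were taken from the sample labels. The H. erato libraries, the genetic crosses and the QTL maps were not analysed here.

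The authors trimmed the reads, aligned them to the H. melpomene reference genome with HISAT2 and deposited raw counts per gene, as whole numbers that are not scaled for library size. Most rows carry IDs of assembled loci (MSTRG), annotated gene IDs that start with HMEL, or both. The text of the paper does not name the program that counted the reads, the assembly step or the build of the genome and annotation. No row lacked a gene ID, and 0 columns of the table were left unused. None of the row IDs was found in the gene table of the RefSeq assembly ASM5695672v1, which lists 15508 genes, so 0 IDs were given a gene name. Genes are therefore reported by the IDs of the count table. Gene positions were not used here, so genes within the QTL intervals could not be counted.

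Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, and DESeq2 1.42.0 served as an alternative. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Genes were filtered with edgeR's filterByExpr on the groups compared, with its minimum count of 10, and libraries were normalized by TMM. Dispersions were estimated without robust moderation, and the quasi-likelihood F-test was run in the form used by earlier versions of edgeR, as in the version the paper names. FDR is the Benjamini-Hochberg adjusted p over all genes tested, and genes under 0.05 were called DE. Standard errors of log2 fold changes were derived from the F statistic. Log2 ratios between wing regions within individuals used normalized log2 CPM with a prior count of 2.

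Subspecies were compared in the forewing and posterior hindwing libraries, with 4 cythera against 4 rosina individuals at each stage. Positive log2 fold changes mean higher expression in cythera. Wing regions were compared with individual as a block. Positive values mean higher expression in the forewing and posterior hindwing. The pairing comes from the labels, by which both libraries with one number are of the same animal. It was checked by correlating the deviations of the 2 libraries of an individual from their group means across genes, which gave 0.636 to 0.846 with a median of 0.712 over 16 pairs. Interaction terms tested whether the subspecies difference changed with stage, and whether the wing-region difference at 70% changed with subspecies. The paper removed 1 rosina individual whose number its text does not give, so all labelled individuals entered each test.

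The genes named are those the paper names that the IDs identify, which was MSTRG.3173, and, for each comparison, the 2 genes higher and the 2 genes lower with the smallest p among DE genes whose groups did not overlap (for wing regions, that changed the same way in every individual). This rule, the tests and most alternatives were set before the data were examined, and 3 alternatives were added afterwards. The alternatives were DESeq2's Wald test, RLE size factors, no filter, at least 10 counts in every library, the newer quasi-likelihood fit of edgeR, robust dispersions, a sex term, males only, the anterior hindwing libraries, counts summed per individual, both wing regions as separate libraries, all 32 libraries in one fit, no block, and each individual left out in turn. For MDS they were all genes, the top 2000 genes and common gene selection.

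Libraries of one group were compared in pairs to look for libraries present under more than one name. The lowest chi-square per degree of freedom between their counts was 73.1 (median 182), far above sampling noise. Pairs with individual 4 had the highest values, 1303 to 1875, against 88.81 to 334.8 between the other cythera libraries at 50%. Depth limits what can be seen of weakly expressed genes. A library in which a gene has no counts allows up to 3 counts, which is 0.0658 to 0.149 CPM depending on the library, and this limit covers counting error only. Folds against such groups are given as lower bounds.

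The tests were tried on simulated counts with the means, dispersions and library sizes of the real genes and 200 genes changed by known amounts. In a comparison of 4 with 4 individuals at 50%, over 12094 genes, edgeR recovered 119 of the 193 changed genes that were tested, with 6 false calls, and DESeq2 recovered 156 with 59 false calls. At 70%, over 11537 genes, edgeR recovered 120 of 187 with 4 false calls and DESeq2 152 with 48. In the comparison of wing regions within 4 individuals, over 12130 genes, edgeR recovered 183 of 192 with 15 false calls and DESeq2 184 with 25. Every simulated change was larger than the median log2 change of 1.09 among the genes DE between wing regions of cythera at 70%. The recovery of changes as small as most of those was therefore not tested.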

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

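Values were compared within groups of 4 individuals, and a value was singled out when its gap to the nearest other value was large against the range of the group (Dixon's test at 95%). Of 42 groups, 4 had such a value, where chance alone gives about 2.1. The tests on individual 13 were chosen after its position had been seen, except that of its sex label, and the count in rosina without it was chosen after the result too.

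The first is the position of individual 13, labelled rosina at 70%, on MDS dimension 2. Its mean was -0.795, far below the other 3 rosina individuals of that stage and inside the range of cythera. The tables argue against several explanations. An even mixture or a first-generation hybrid would have counts at loci of both subspecies. A later cross back to cythera need not, so the following count cannot exclude one. Of 47 loci that were DE at 50% with at most 3 counts in every cythera library of the forewing and posterior hindwing at that stage, individual 13 had over 10 counts in its 2 libraries together at 4, against 28 to 37 in the other rosina individuals at 70% and 1 to 4 in cythera. An exchange with a cythera individual of the same stage would leave one of those nearer to rosina, but every cythera library at 70% was nearer the cythera mean at 61.9% or more of the 210 genes DE at 50%. Individual 13 itself was nearer the cythera mean at 70% and 69% of these genes in its 2 libraries, against 23.3% to 32.9% in the libraries of individuals 14, 15 and 16. These values are consistent with individual 13 not being of the subspecies on its label, which the paper states for a rosina individual without a number. The match to cythera was not shown to be complete. Among 33 loci with at most 3 counts in every rosina library of that region at 50%, individual 13 had over 10 counts at 15, just under the 16 to 24 of the cythera individuals at 70%. Of 5 loci with at least 30 counts in every cythera library at 70% and at most 3 in every other rosina library, it was on at 1. These loci were chosen for being on in every cythera library, and no cythera individual was left out for comparison. This count thus cannot tell an incomplete match from the way the loci were chosen. The sex label of individual 13 was also looked at. Of 17 loci with over 3 counts in every library labelled female and at most 3 in every library labelled male other than those of individual 13, 0 had over 3 counts in both of its libraries, so a wrong sex label is not supported by them.

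A low total count was found in individual 10, cythera at 70%, with 20151439 counts in the forewing and posterior hindwing. This is a difference in depth, for which no biological explanation was tested. Without individual 10, 2 genes were DE between subspecies at 70% against 0 with it, and 13 between wing regions of cythera at 70% against 41 with it. Those fits have an individual fewer, and the second count also fell without individuals 9, 11 and 12, to 5, 19 and 34.

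The remaining 2 values are levels of MSTRG.3173 near the limit of detection in cythera, 0.179 CPM (6 counts) in individual 4 at 50% and 0.110 CPM (3 counts) in individual 11 at 70%, both in the forewing and posterior hindwing. The other cythera libraries of that region and stage had 0 counts. With so few reads these are not told from misassigned reads, and no explanation was tested.

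The paper reports the comparison of wing regions for cythera only. In rosina, the same test found 7 genes DE at 50% (3 higher and 4 lower in the forewing and posterior hindwing, of 13478 tested) and 237 at 70% (133 higher and 104 lower, of 12669). At 50%, MSTRG.20915 (HMEL006741g1) was higher by a log2 ratio of 2.64 ± 0.484 (SD, n = 4 individuals, edgeR FDR = 0.0206), and MSTRG.3653 was lower, with a log2 fold change of -2.01 (SE 0.13, edgeR FDR = 0.0152). At 70%, MSTRG.7562 was higher by 2.13 ± 0.245 (SD, n = 4, edgeR FDR = 0.000851) and MSTRG.23325 (HMEL005562g1) was lower by -2.59 ± 0.196 (SD, n = 4, edgeR FDR = 0.000257). Exchanging the 2 libraries within individuals can be done in 8 ways. In rosina, 1 of the 8 gave as many genes at each stage, the real one, and the others at most 1 gene. The 6 and 41 genes of cythera were likewise reached by 1 of 8 ways. With 8 ways the share cannot go below 0.125, so chance cannot be excluded by this count. Without individual 13 the count in rosina at 70% was 88, still above the 41 genes of cythera, so that individual alone does not account for the larger number. It ranged from 45 (without individual 16) to 148 (without individual 14) with one individual left out. At 50% it ranged from 0 (without individual 7 or 8) to 13 (without individual 6).

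The larger count in rosina at 70% does not show that wing regions differ more there. No gene had an FDR under 0.05 for the interaction of wing region and subspecies at 70%, with 604 of 14692 at an unadjusted p under 0.05 and a smallest FDR of 0.312. That 0 was reached by all 25 of 25 drawn groupings of the individuals, as a count of 0 always is. A different set of genes in each subspecies is argued against. Of the 237 genes, 225 were tested in cythera, and 98.2% of these changed in the same direction there, with a median log2 change of 0.54 against 0.90 in rosina, against 63.1% of all genes tested in both. Those medians are over genes chosen in rosina. Of the 41 genes DE in cythera, 40 were tested in rosina and 39 changed in the same direction there, with a median log2 change of 1.09 in cythera and 1.17 in rosina, and 26 were also DE in rosina. A smaller spread between individuals in rosina, a larger difference between its wing regions and a difference between the sexes all remain open. Males make up all rosina individuals at 70% and 2 of 4 cythera individuals, and sex was not separated from subspecies here. MSTRG.23325 had 69.3 and 202.9 CPM in the anterior hindwing of cythera males 9 and 11, against 20.97 and 51.86 in the other region. In females 10 and 12 it had 7.889 and 8.494 against 7.554 and 4.556. MSTRG.1111 did not split by sex, as its largest log2 ratio in cythera at 70%, 2.848, was in female 10.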

How the results depend on the processing

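The 3 settings that name 2 choices were added after the data had been seen. The other settings were set beforehand. Unless stated, the cause of a change was not tested. Counts are given as changed when they moved by more than 1.5 times.

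DESeq2's Wald test called more genes in every comparison. It called 778 and 152 between subspecies at 50% and 70%, 92 and 178 between wing regions of cythera, 200 and 709 between wing regions of rosina, 111 for the interaction of subspecies and stage and 14 for that of wing region and subspecies, and it put 10 and 3 genes in both sets. Of the 210 genes called by edgeR at 50%, 209 were among the 778. On simulated counts DESeq2 also made more false calls than edgeR, 59 against 6 at 50%.

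The newer quasi-likelihood fit of edgeR called 316 and 3 genes between subspecies, 10 and 63 between wing regions of cythera and 21 between wing regions of rosina at 50%. Without a filter the counts were 122 between subspecies at 50%, 11 and 94 between wing regions of cythera, 54 between wing regions of rosina at 50% and 2 for the interaction of wing region and subspecies. With at least 10 counts in every library, 41 and 1 genes were DE between subspecies. This filter removes genes that are at the floor in one subspecies by construction. RLE size factors moved no count by more than 1.5 times, and neither did robust dispersions, under which 203 and 0 genes were DE between subspecies and 6 and 50 between wing regions of cythera.

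In the subspecies comparison, males only gave 0 genes at 50%, with 2 individuals in each group, and counts summed per individual gave 370 and 1. Both wing regions as separate libraries gave 3245 and 1080, and 3227 at 50% with robust dispersions added. All 32 libraries in one fit gave 507 and 27 between subspecies, 26 between wing regions of cythera at 50% and 66 between wing regions of rosina at 50%. A sex term gave 143 genes at 50%, 134 of them among the 210, and 0 at 70%. The anterior hindwing gave 185 genes at 50%, 118 of them shared with the forewing and posterior hindwing, 0 at 70%, and 1 for the interaction of subspecies and stage. At 70% without individual 13, robust dispersions gave 29 genes and a sex term 10.

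With no replicate block, the wing-region counts fell to 0 at both stages in cythera and to 0 and 3 in rosina. The interaction of wing region and subspecies stayed at 0. The pairing of the 2 libraries of an individual is by animal, so the fit without it counts differences between individuals as error.

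With each individual left out, the count of genes DE between subspecies ranged from 19 (without individual 8) to 317 (without individual 4) at 50% and from 0 to 31 (without individual 13) at 70%. Between wing regions of cythera it was 0 in all 4 fits at 50% and ranged from 5 (without individual 9) to 34 (without individual 12) at 70%. In rosina it ranged from 0 (without individual 7 or 8) to 13 (without individual 6) and from 45 (without individual 16) to 148 (without individual 14). For the interaction of subspecies and stage it ranged from 0 to 2 (without individual 4), and for that of wing region and subspecies it was 0 in all 8 fits. The overlap of the comparisons was 0 in all of them, but in most of these fits one of the sets was empty or had at most 2 genes, which says little about the overlap.

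The share of MDS dimension 1 between stages was 99.4% with all genes, 99.5% with the top 2000, 99.6% with common gene selection and 99.7% with at least 10 counts in every library, and from 99.0% to 99.5% with an individual left out. The share of dimension 2 between subspecies ranged from 73.6% (without individual 14) to 92.2% (without individual 13), and it was 2.62% with at least 10 counts in every library. The number of expressed genes was 10026 for a count in every library, 13205 for 1 CPM in at least 4 libraries, and 26894 to 26961 with an individual left out.

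No named gene changed direction under DESeq2, RLE size factors, a sex term (for subspecies) or with an individual left out. In 34 of 103 fits with an individual left out a named gene was no longer under an FDR of 0.05, among them 7 of 8 for MSTRG.3173 and all 4 for each of the 4 genes named in cythera at 50%. A sex term did so for 1 gene, MSTRG.3173. DESeq2 and RLE size factors did so for 0. MSTRG.11557 was tested in 3 of the 4 fits, as the filter left it out without individual 9.

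The count of DE genes near the QTL markers, with its windows of other sizes, was not run, because gene positions were not used here. Depth limits the loci near the floor. A gene with no counts in a library has at most 0.149 CPM in the shallowest library, so presence in one subspecies and absence in the other is known only above that level.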

Differences from the paper's values

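For genes DE between subspecies at 70% development, the paper's value is 29 and the value here is 0. The paper had removed a rosina individual, whereas all labelled individuals entered here, so the sets of samples are not the same. Of the alternatives set before the data were examined, 2 came within 1.5 times of the paper's value, namely 31 genes without replicate 13 and 27 genes with all 32 libraries in one fit. The others did not, with 152 genes by DESeq2's Wald test, 1080 with both wing regions as separate libraries, 3 with the newer quasi-likelihood fit of edgeR, 1 with at least 10 counts in every library, 1 with counts summed per individual, 2 without replicate 9, 2 without replicate 10, and 0 in the rest, which were RLE size factors, no filter, robust dispersions, a sex term, males only, the anterior hindwing libraries and each other individual left out. The combination of robust dispersions and leaving out individual 13, chosen after seeing the values, gave the paper's 29.

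The other counts lie within 1.5 times of the paper's. The paper's 203 genes between subspecies at 50% stand beside 210 here and 203 with robust dispersions. The paper's 6 and 50 genes between wing regions of cythera stand beside 6 and 41 here, and 6 and 50 with robust dispersions.

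The paper describes 4 distinct clusters by stage and subspecies, and its methods state that MDS showed a rosina individual to be wrongly labelled. Here, with all labelled individuals, both libraries of individual 13 lay with cythera on dimension 2. For MSTRG.3173 the paper gives DE at 50%, and the FDR here was 0.0431. At 70% the paper does not list it as DE, and here the filter left it out, so it was not tested. Its FDR at 70% was 0.0553 without individual 13 and 0.00729 with both wing regions as separate libraries.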

Other observations

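The tests on individual 13, of the sex difference, of separate libraries, of random gene sets for the MDS, of loci at the floor and of individuals 6 and 16 were chosen after the results they bear on had been seen.

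The number of genes DE between subspecies was set against other groupings of the same individuals. At 50%, 1 of the 35 splits of the 8 individuals gave 210 genes or more, the real one, and the other 34 gave at most 15. At 70%, the 0 genes of the labelled split were reached by all 35 of 35 splits, one of which gave 10. Without individual 13, 1 of 35 splits of the 7 individuals gave 31 genes or more, again the real one, and the others gave at most 7. For the interaction of subspecies and stage, all 25 of 25 drawn groupings reached the observed 0.

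Leaving out individual 13 raised the count at 70% from 0 to 31. A fit with one individual fewer does not in itself call more genes, as leaving out any other individual gave at most 2. A difference between the sexes, since the rosina individuals at 70% are all labelled male, would not explain why 25 of the 25 genes tested at 50%, where each subspecies had 2 females and 2 males, differed in the same direction there. With a sex term and without individual 13, 10 genes were DE, 7 of them among the 31. Of the 31 genes, 7 were DE at 50%. These values are consistent with individual 13 not being of its labelled subspecies (nearer the cythera mean at 69% of genes in its lower library). Of the genes DE at 50%, 127 of the 139 tested at 70% without individual 13 had the same direction there, and 97 of 117 with it.

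When the 2 libraries of an individual were counted as separate replicates, 3245 genes were DE between subspecies at 50%. More reads per individual are not enough to explain this, as counts summed per individual gave 370. The lack of independence between the libraries of one individual is a candidate explanation. With both libraries kept together, 14 of the 34 other splits of the individuals at 50% called at least 100 genes and the largest called 1526, whereas with 1 library per individual the largest was 15. At 70% the labelled split gave 1080 genes and 3 of 35 splits gave as many.

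Assembled loci without an annotated gene made up 60% of the genes DE between subspecies at 50% (126 of 210) and 28.3% of the genes tested. Low expression of such loci does not account for the excess, as lists of tested genes matched on mean expression had a median of 39.5% (permutation p = 1e-04, the smallest that 10000 lists can give). Nor are such loci in excess in every comparison, as they made up 9.70% of the genes DE between wing regions of rosina at 70% and 10.1% of matched lists. At 70% without individual 13 they made up 54.8% of the 31 genes, against 29.0% in matched lists (permutation p = 0.0019). Differences between the subspecies in the sequence or presence of these loci, in their splicing and in how well their reads align to the reference may each contribute, and were not tested.

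Of the 210 genes DE at 50%, 80 were at the floor in one subspecies, 47 in cythera and 33 in rosina, and 63 of these had no annotated gene. Only 102 of the 12779 genes tested were at the floor in one subspecies. Low expression of the genes called is argued against by the individuals at 70%, which were not used to choose them. The 47 loci at the floor in cythera had over 10 counts at 28 or more in each rosina individual other than 13, and at no more than 4 in any cythera individual. The 33 loci at the floor in rosina had over 10 counts at 16 or more in each cythera individual and at no more than 5 in those rosina individuals. All 30 of the loci tested at 70% without individual 13 had the same direction there. A real difference in expression and a sequence variant that keeps reads from aligning remain open, since positions and sequences were not used here.

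Loci DE between subspecies at 50% often had neighbouring numbers. Of 210, 36 had another within 5 numbers, against a median of 18 in random lists of tested loci (permutation p = 0.0024), which argues against chance placement. Of the 20 neighbouring pairs, 17 changed in the same direction, against a median of 10 when directions were shuffled (permutation p = 7e-04). One transcript split into several assembled loci would give such pairs, as would shared regulation or a stretch of sequence that differs between the subspecies. These cannot be told apart here, because the numbers are only a stand-in for position. MSTRG.9593, MSTRG.9595 and MSTRG.9596, chosen after their values were seen, were all higher in cythera (log2 fold changes 5.23, 5.90 and 6.90). MSTRG.20606, MSTRG.20607 and MSTRG.20608 were also all higher, and MSTRG.12471, MSTRG.12472 and MSTRG.12473 were all lower. In another group the directions differed, with MSTRG.25768 lower (-4.66) and MSTRG.25772 and MSTRG.25775 higher (5.53 and 8.60).

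The separation of subspecies on MDS dimension 2 was lost when genes had to have at least 10 counts in every library. A smaller number of genes is not the reason, as 30 random sets of 8522 of the 17902 genes kept a share of at least 76.3% between subspecies on dimension 2. In the stricter set the subspecies separated on dimension 3 instead (72.7%). A candidate explanation is that the stricter set lacks the loci that are at the floor in one subspecies, which was not tested separately.

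MSTRG.3173 was near the floor in rosina individuals 6 (13 and 20 counts) and 16 (25 and 46 counts), against 1584 or more in rosina individuals 5, 7, 8, 14 and 15. Mixed ancestry or a wrong label of individual 16 is argued against, since it was nearer the cythera mean at no more than 25.7% of the genes DE at 50%, less than individuals 14 and 15. For individual 6 the question stays open. At the genes DE at 50% in the fit without it, it was nearer the cythera mean at 40.7% in the anterior hindwing, above the 5.26% to 15.9% of individuals 5, 7 and 8 in their own fits but below 50%. Those fits have different gene lists, and cythera individual 4, at 58.7%, was as far from its own subspecies. A variant of the locus that is not fixed in rosina was not tested.

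Wing-region differences were compared across subspecies and stages, which share no libraries. Across genes, which are not independent replicates, the log2 ratios of rosina and cythera had a correlation of 0.453 at 70% and 0.311 at 50%. Between stages the correlation was 0.183 in cythera and 0.11 in rosina. MSTRG.3653 was lower in the forewing and posterior hindwing in both subspecies at both stages, and in cythera at 50% its log2 fold change was -1.85 (SE 0.18, edgeR FDR = 0.0507). Of the genes DE at 70%, 34 of 35 tested at 50% had the same direction in cythera, and 127 of 197 in rosina.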
